# Estrogen Signalling and the Metabolic Syndrome: Targeting the Hepatic Estrogen Receptor Alpha Action

**DOI:** 10.1371/journal.pone.0057458

**Published:** 2013-02-25

**Authors:** Marko Matic, Galyna Bryzgalova, Hui Gao, Per Antonson, Patricia Humire, Yoko Omoto, Neil Portwood, Camilla Pramfalk, Suad Efendic, Per-Olof Berggren, Jan-Åke Gustafsson, Karin Dahlman-Wright

## Abstract

An increasing body of evidence now links estrogenic signalling with the metabolic syndrome (MS). Despite the beneficial estrogenic effects in reversing some of the MS symptoms, the underlying mechanisms remain largely undiscovered. We have previously shown that total estrogen receptor alpha (ERα) knockout (KO) mice exhibit hepatic insulin resistance. To determine whether liver-selective ablation of ERα recapitulates metabolic phenotypes of ERKO mice we generated a liver-selective ERαKO mouse model, LERKO. We demonstrate that LERKO mice have efficient reduction of ERα selectively within the liver. However, LERKO and wild type control mice do not differ in body weight, and have a comparable hormone profile as well as insulin and glucose response, even when challenged with a high fat diet. Furthermore, LERKO mice display very minor changes in their hepatic transcript profile. Collectively, our findings indicate that hepatic ERα action may not be the responsible factor for the previously identified hepatic insulin resistance in ERαKO mice.

## Introduction

The metabolic syndrome (MS) refers to a group of interrelated metabolic abnormalities including insulin resistance, increased body weight and abdominal fat accumulation, mild dyslipidemia and hypertension [1], [2], [3], [4]. Individuals with MS are at increased risk of cardiovascular disease and Type 2 diabetes (T2D) [5]. MS prevalence is on the rise worldwide, and has been correlated with an increased incidence of obesity resulting from a combination of a sedentary lifestyle and high energy diets [2]. Since a unifying mechanism underpinning the complex pathways leading to MS abnormalities remains undiscovered, present treatment regimes target MS symptoms through therapeutic intervention and lifestyle changes. Thus a better understanding of the underlying MS mechanisms is likely to provide a basis for development of more effective therapeutic strategies in MS treatment.

A growing body of evidence now demonstrates that estrogenic signalling can have an important role in MS development. Studies in both humans and rodents suggest that altered levels of estrogen or its receptors can lead to MS symptoms. For example, postmenopausal women, experiencing naturally decreased estrogen levels, are three times more likely to develop MS abnormalities than premenopausal women [6]. Furthermore, estrogen/progestin based hormone replacement therapy in postmenopausal women has been shown to lower visceral adipose tissue, fasting serum glucose and insulin levels [7]. Clinical observations in an estrogen receptor alpha (ERα) deficient male noted the development of hyperinsulinemia, impaired glucose tolerance (IGT), insulin resistance (IR) and increased body weight [8]. Additional cases show that men with decreased levels of aromatase, the principal enzyme of estrogen production, develop abdominal obesity, elevated blood lipids and IR, reviewed in [9], [10]. Rodent studies demonstrate that whole body ERα knockout (KO) (ERαKO) models have increased body weight, IGT, and IR [11], [12]. Aromatase KO mice diplay IR, IGT and increased abdominal fat, which are reversible by 17β-estradiol (E2) treatment [13], [14]. Ovariectomy, resulting in low estrogen levels, leads to increased body weight, increased basal blood glucose and IGT which are reversible by reintroduction of estrogen [15], [16], [17], [18]. The beneficial effect of estrogen in relation to normalising body weight and glucose homeostasis is further evidenced in ob/ob and high fat diet (HFD) fed mice, models of obesity and T2D. In both models, estrogen treatment improves glucose tolerance and insulin sensitivity [4], [19], [20], in addition to having a weight lowering effect in HFD-fed mice [20]. Collectively, these studies firmly establish a role for estrogenic signalling in the development of MS. However, these observations are derived from models with altered estrogenic action throughout multiple organs/tissues. This makes it difficult to correlate the sequences of events and tissue-specific contributions of the underlying estrogenic mechanisms to the observed phenotypes.

Estrogen signalling can be mediated by multiple receptors. Most of the known estrogenic effects are mediated via direct interaction of estrogen with the DNA-binding transcription factors, ERα and estrogen receptor beta (ERβ) [21], [22]. The resulting mechanism supports a ligand-modulated, ER-mediated, transcriptional gene regulation. Studies of whole-body ERβKO mice have shown that they do not exhibit altered insulin sensitivity and/or alterations in body weight [12]. However, some evidence exists that ERβ might still contribute to the development of MS in older mice and/or under specific metabolic conditions [23]. In contrast, ERα-selective signalling has clearly been associated with the MS. In addition to the observations from ERαKO mice [11], [12], selective ablations of ERα in the hypothalamic brain region or the hematopoietic/myeloid cells have both been reported to give rise to an increase in body weight and attenuated glucose tolerance [24], [25], [26]. Furthermore, treatment of ob/ob mice with the ERα-selective agonist propyl pyrazole triol (PPT) improved glucose tolerance and insulin sensitivity, supporting the importance of ERα action in the control of glucose and insulin function. In addition, estrogenic signalling has also been shown to occur via a membrane-bound G protein-coupled receptor (GPR) 30 [27] which has been implicated as an important factor in insulin production and glucose homeostasis [28].

Previously, using the euglycaemic–hyperinsulinaemic clamp, we showed that ERαKO mice exhibit defective insulin-mediated suppression of endogenous glucose production (EGP)[12]. Since the liver is the principal organ of EGP [29], [30], [31], we proposed that hepatic IR contributes to the observed IGT and IR in ERαKO mice. To further investigate the role of hepatic estrogenic action in the maintenance of hepatic glucose homeostasis, we now report the generation and characterisation of a liver-selective ERαKO mouse model, LERKO. We demonstrate that LERKO mice display efficient down-regulation of ERα expression selectively within the liver. LERKO body weight, hormone profiles as well as the glucose and insulin response are comparable to those of control (CT) animals even when challenged with HFD and/or aging. In addition comparative analysis of the hepatic transcriptional profile in LERKO animals with that of ERαKO animals showed that LERKO mice do not exhibit the changes observed in ERαKO mice. We henceforth speculate that the previously observed ERα-mediated hepatic insulin resistance in ERαKO mice occurs as a secondary effect in the development of MS abnormalities.

## Results

### The LERKO mouse model demonstrates liver-selective ERα ablation

Successful liver-selective down-regulation of ERα was confirmed by evaluating the mRNA levels of ERα in muscle, liver, white adipose tissue (WAT), kidney, and uterus of LERKO and CT mice (Figure 1A). Significant down-regulation (of approximately 90%) of ERα mRNA levels was observed exclusively in the LERKO livers (Figures 1 A and B). Livers from CT and LERKO mice were further assessed for levels of ERα protein (Figure 1 C). Uterus samples of control (CT) and ERαKO mice served as positive and negative controls, respectively. As expected, the liver and uterus of CT, but not the uterus of ERαKO animals showed the presence of a ∼67 kDa ERα protein band. Densitometric analysis revealed that the protein band corresponding to ERα in male and female LERKO livers was <1% that of controls (data not shown). To ensure that the observed differences were not due to varying total protein levels, we confirmed that the total protein levels across all samples were approximately equal (Figure S1). Furthermore, actin levels were similar between LERKO and CT mice (Figure 1C). ERα protein levels were also assessed by immunostaining, which indicated that ERα was predominantly localised in the hepatocyte nucleus, and was of weaker intensity in LERKO compared to CT animals (Figure 2).

**Figure 1:**
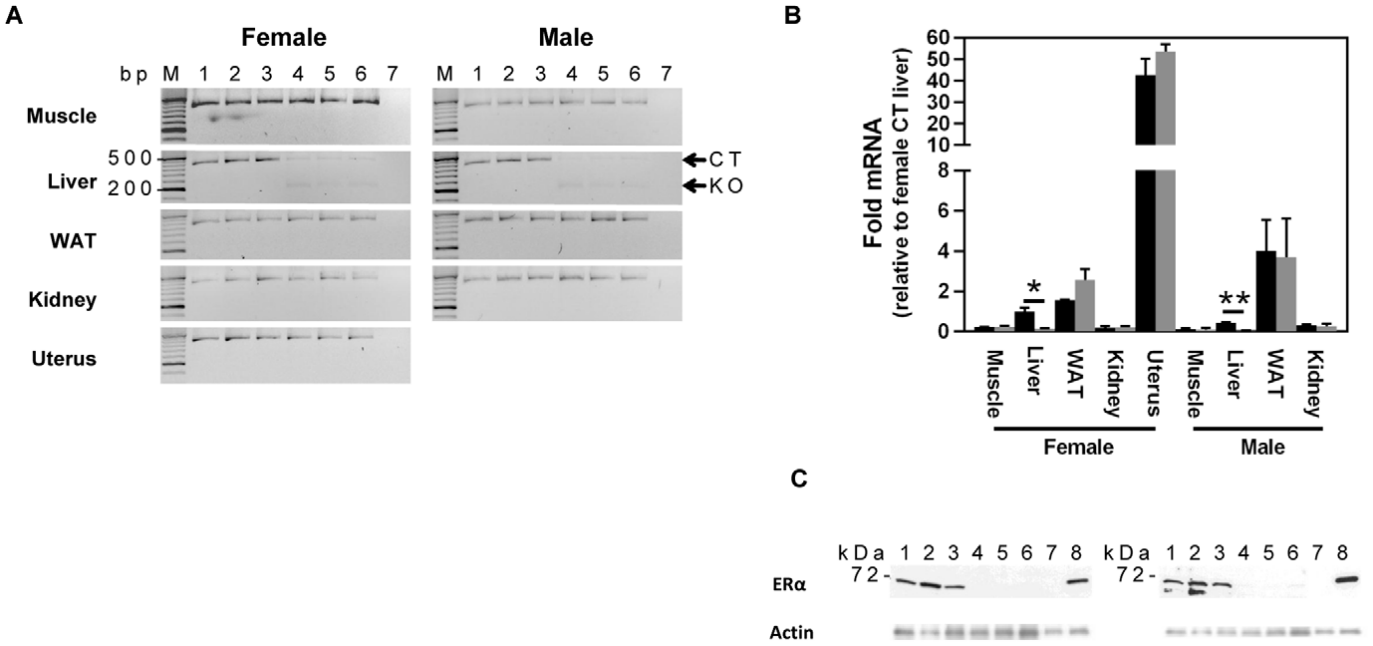
LERKO mice exhibit liver-specific downregulation of ERα. A) Downregulation of the ERα transcript is confined to the liver. Real-time PCR screening of ERα transcript across various LERKO tissues revealed the ERα transcript was significantly downregulated in the liver, but not in the muscle, white adipose tissue (WAT), kidney and uterus (female). B) Hepatic ERα transcript levels were approximately 10 fold lower in LERKO (grey bars) as compared to CT (black bars). Data are represented as mean ±SEM of three individual mice. * = P≤0.05; ** = P≤0.01. C) Western blot analysis of CT and LERKO liver lysates confirmed a strong downregulation of the ERα protein (but not actin) in LERKO livers. Uterus samples of wild type and ERαKO mice served as positive and negative controls, respectively. Actin was used as loading control. Each lane represents a single animal sample. Lanes 1–3 = WT; 4–6 = LERKO; 7 = ERαKO uterus; 8 = CT uterus. It is notable that a second band is detected by the ERα antibody in the liver of male but not female mice. While it is difficult to identify the exact source of the second band, one possibility is that it represents male prominent ERα degradation products. In line with this, longer exposure reveals a double band also in one of the liver samples from female mice (data not shown).

**Figure 2:**
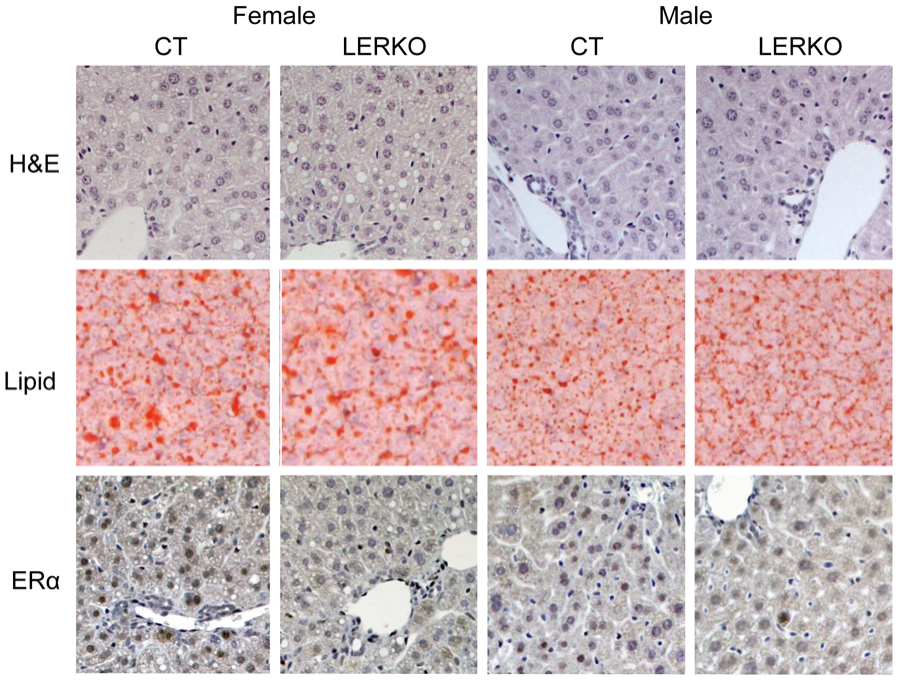
Immunohistochemical analysis of LERKO livers. Male and female liver tissue sections were analysed for gross structural morphology, lipid content and ERα protein expression. Hematoxylin and eosin (H&E) staining indicated CT and KO animals had similar gross liver morphology. Lipid staining revealed that similar amounts of lipid droplets were present in CT and LERKO animals. Staining for ERα indicated a predominant hepatic nuclear localisation, which was decreased in LERKO mice of both sexes. Sections from three individual 6 month-old mice from each of the test groups were analysed. The figure shows representative sections.

### LERKO animals have normal liver histology, body weight, glucose and insulin response

Analysis of gross liver tissue structure and lipid content in 6 month-old male and female LERKO and CT mice revealed no observable differences between LERKO mice and their respective controls (Figure 2 and Figure S2). As expected, we observed increased levels of lipid droplets in female mouse livers, compared to males [32]. Additionally, 6 month old LERKO and CT mice had comparable body weight, glucose tolerance and insulin sensitivity (Figures 3 A–C). Furthermore, insulin-stimulated AKT phosphorylation in the liver was similar between CT and LERKO mice (Figure 3 D). We also examined hepatic transcript levels of SREBP-1c, a classic indicator of hepatic steatosis [33], [34], [35]. We observed no differences in SREBP-1c levels between CT and LERKO mice of respective genders (Figure 4).

**Figure 3:**
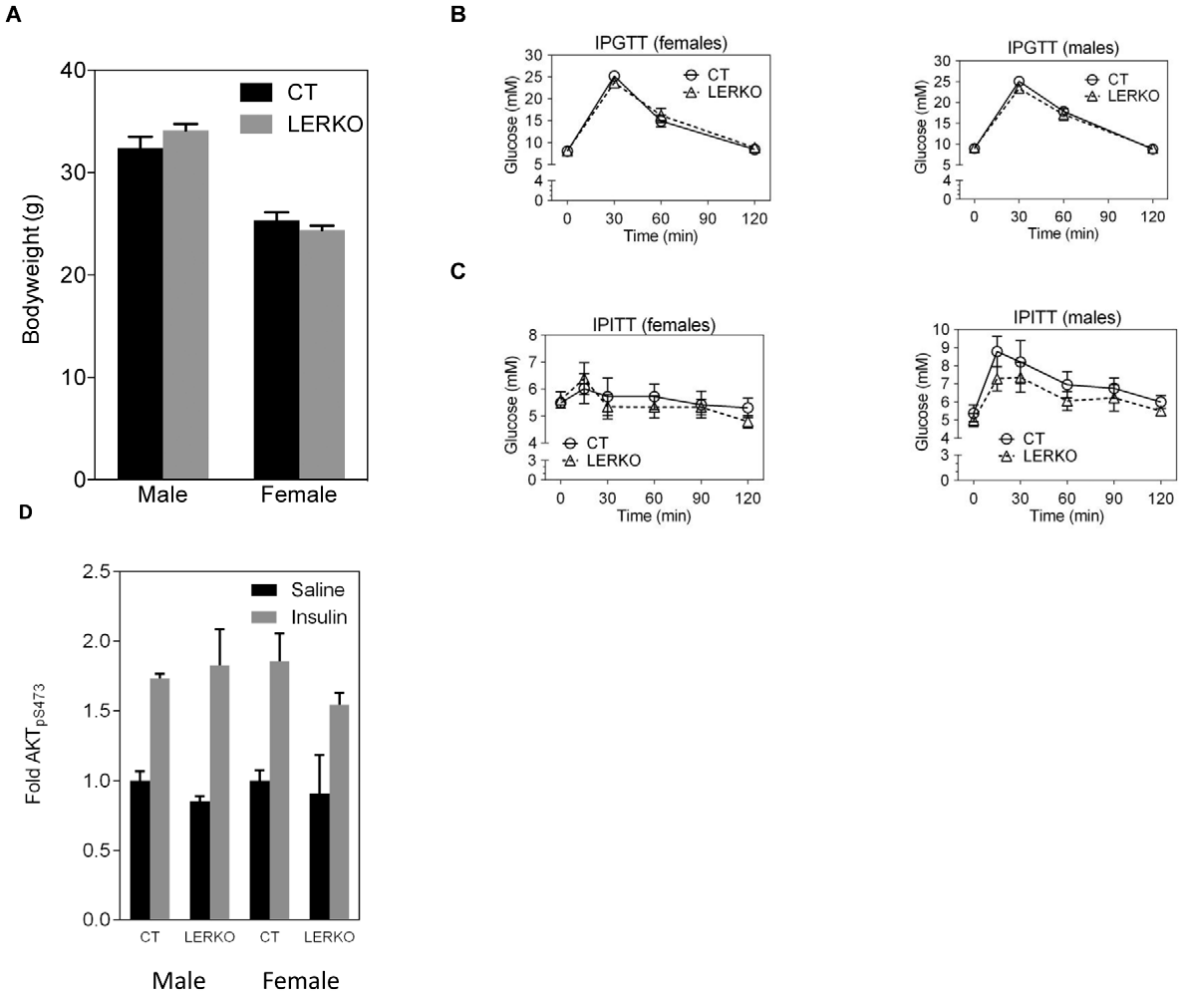
LERKO mice do not exhibit changes in body weight, glucose tolerance and insulin sensitivity. Body weight of 6 month old male and female LERKO mice was comparable to respective CT mice (A). LERKO and CT mice showed a similar glucose response when assessed by IPGTT (B) or IPITT (C). IPGTT data are represented as a mean ±SD. IPITT data are represented as a mean ±SEM. IPGTT males CT and LERKO n = 8, females CT n = 6, LERKO n = 8; IPITT males CT and LERKO n = 4, females CT and LERKO n = 7. For the IPGTTs and IPITTs we performed additional analyses, calculating the area under the curve. Using this analysis, there was no difference in insulin sensitivity between LERKO and CT mice for males and females (data not shown). Insulin-stimulated AKT phosphorilation in the liver was similar between CT and LERKO mice. Data are represented as a mean±SD. Males CT and LERKO n = 3, females CT and LERKO n = 2–4 (D).

**Figure 4:**
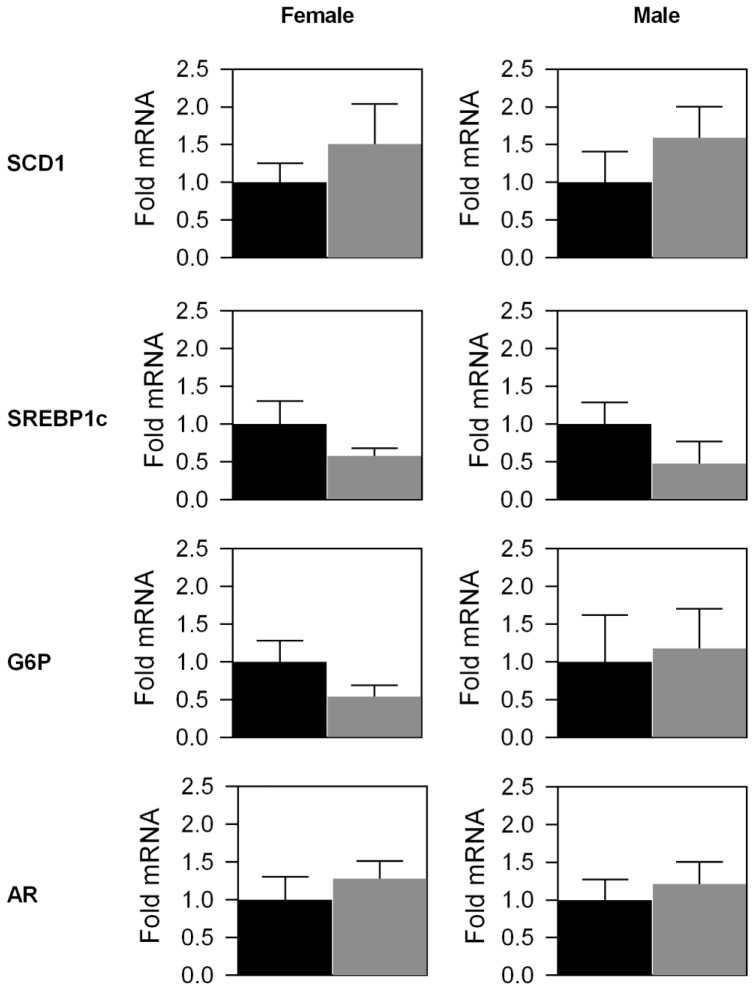
Quantitative PCR analysis of selected hepatic LERKO transcripts. Selected LERKO and CT liver transcripts were quantitatively analysed using qPCR. Significant changes in transcript levels were not observed for any of the evaluated transcripts. Data are represented as a mean ±SEM of three individual mice. Black bars = CT mice, grey bars = LERKO mice.

### The global hepatic gene expression profile from LERKO mice does not reflect the profile observed in ERαKO mice

In our previous study, we showed that livers from ERαKO mice demonstrated significant changes in the gene expression profile compared to CT mice [12]. 

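Liver RNA of 3 female CT mice (ERα fl/fl, without cre) and 3 female LERKO mice (Alb-cre/ERα fl/fl) on a C57BL/6J background, labelled as biological replicates, was hybridised to Affymetrix Mouse Gene 1.1 ST arrays, 1 array per sample. In LERKO mice the cre recombinase is driven by the albumin promoter, which is active in hepatocytes. The values were log2 signals that the authors had computed with the Robust Multichip Average (RMA), which corrects the background, gives the arrays a common distribution and summarises the probes of each feature. A feature is a group of probes that mostly stands for 1 gene, and each array held 35556 features. Between 9452 and 9865 features per CT array and between 9488 and 9731 per LERKO array had a signal of at least 100, which is 6.64 on the log2 scale. In 1 reading of the paper's methods, features with signals below 100 on all 6 arrays were left out. The other 10633 features were tested with limma (lmFit and eBayes), with p adjusted by the method of Benjamini and Hochberg. Of these, 7895 features had 1 gene symbol, 623 had several and 2115 had none. The threshold, the reading of the filter and the variance model were choices that changed the number of features called.
The values per array fitted the labels for sex. Xist, which is transcribed from the inactive X chromosome, had log2 values of 10.89 to 11.31, while the Y-linked genes Eif2s3y, Kdm5d and Uty were at 2.87 or below on every array. On CT replicate 3, 39 features of at least 100 lay more than 1.5 log2 units above every other array. They included the pancreatic enzyme genes Ctrb1 (9.08, against at most 3.55 elsewhere) and Cpa1 (8.80, against at most 4.28). The keratin genes Krt4 (9.64, against at most 3.06) and Krt13 and the muscle genes Acta1 (8.49, against at most 6.25) and Ckm were also among them. So were the male-biased liver genes Cyp4a12b (8.31, against at most 5.83), Cyp4a12a and Slco1a1. On LERKO replicate 2 this held for 21 features, among them the adrenal steroid synthesis genes Cyp21a1 (11.67, against at most 4.05) and Star (10.33, against at most 4.48). The other 4 arrays had 0, 3, 0 and 2 such features. Pearson's r across features was 0.968 to 0.984 between CT arrays, 0.981 to 0.989 between LERKO arrays and 0.973 to 0.987 between the groups. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a p below 0.1.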

To evaluate whether the hepatic transcriptional profile of LERKO animals shows similar changes to the previous observations in ERαKO animals, the LERKO hepatic gene expression was profiled by microarray expression analysis. Subsequently, the number of significantly regulated genes was evaluated and compared to the number of significantly regulated genes identified in ERαKO. Using a false discovery rate of 5%, we identified 3 significantly regulated genes (Table S1) in LERKO compared to 173 significantly regulated genes in ERαKO (Table S2). 

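The 3 features with the smallest p in LERKO livers were Esr1, Hyou1 and Creld2, and all 3 had lower values on every LERKO array than on every CT array. Their log2 fold changes were -1.65 for Esr1, -1.48 for Creld2 and -0.99 for Hyou1. Hyou1 codes for a chaperone of the endoplasmic reticulum (ER) and Creld2 for an ER-resident protein induced by ER stress. Genes of ER chaperones and protein folding, a list that does not contain these 3, lay lower as a group in LERKO livers. The paper's Table S1, from these same arrays, already gave Hyou1 and Creld2 as lower, so the list is no independent support for them. The mean of the list lay -0.241 from that of the other features. Its adjusted p was 8.14e-11 from limma's camera with a preset correlation of 0.01, and 0.122 with an estimated correlation, which was 0.0289. Of its 37 measured genes, 32 had a log2 fold change below 0, and 10 were lower at an adjusted p under 0.05 when adjusted over the list alone, but none when adjusted over all features tested. The 10 genes were Manf, Dnajb11, Sdf2l1, Hspa5, Derl3, Xbp1, Hspa13, Selenos, Pdia3 and Ssr3. Manf and Derl3 were below 100 on every LERKO array. Manf reached 100 on CT replicates 1 and 2 only, and Derl3 on CT replicate 2 alone (6.85). Hspa5, which codes for the ER chaperone BiP, had a log2 value of 11.11 ± 0.153 (SD, n = 3) in CT and 10.57 ± 0.101 (SD, n = 3) in LERKO livers, a log2 fold change of -0.54 (standard error 0.101). The change was -1.04 (standard error 0.176) for Sdf2l1 and -0.37 (standard error 0.0824) for Xbp1, a transcription factor of the ER stress response. Herpud1, a gene of ER-associated degradation, had a log2 fold change of 0.20 (standard error 0.0811), and Atf6 one of 0.02 (standard error 0.0883). Relative to the mean of the CT arrays, the list averaged -0.301, -0.227 and -0.235 on the 3 LERKO arrays and 0.0159, 0.0258 and -0.0417 on the 3 CT arrays. The median log2 fold change of 24 markers of antibody-secreting and other lymphoid cells was -0.138, also below 0. Only 5 of these markers reached 100, so fewer such cells in LERKO livers stay open as a source.

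**Figure D1:**
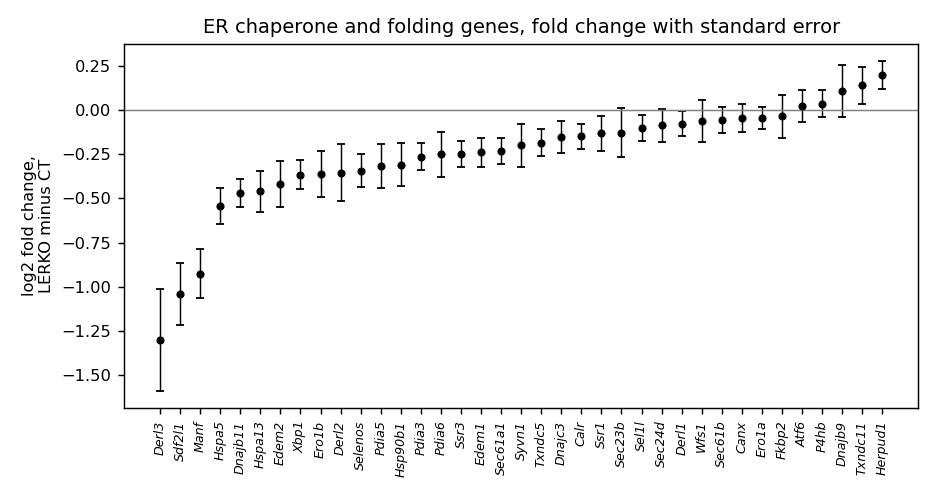
Log2 fold change (LERKO minus CT, vertical axis) of each of the 37 measured ER chaperone and folding genes (horizontal axis), with points at the estimate and bars of 1 standard error from limma. The values run from -1.30 for Derl3, which reached 100 on CT replicate 2 alone, to 0.20 for Herpud1, and 32 of the 37 points lie below 0.

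For the list, fry, limma's rotation test of whether its genes move one way, gave an adjusted p of 0.0311. For single features, limma called 0 of 10633 at an adjusted p under 0.05, with 742 at an unadjusted p under 0.05 (425 lower and 317 higher in LERKO). Of the other splits of the 6 arrays into 3 and 3, 2 gave more, with 750 and 824 at an unadjusted p under 0.05. The methods' t-test gave 455 features at p of at most 0.05 and 0 after adjustment. Esr1 and Hyou1 had the smallest adjusted p, 0.149. When limma was run only on the 8849 features of at least 100 in every array, it called 3 features, with an adjusted p of 0.0409 for Esr1, 0.0409 for Hyou1 and 0.0478 for Creld2. The paper's adjusted p in Table S1 corresponds to 8978 tests, nearer to this filter than to the 10633 features. With at least 100 in every array, leaving out CT replicate 3 called Esr1, Creld2 and Rgs16 (1.29, adjusted p = 0.028) in place of Hyou1, and leaving out any other array called 0. With at least 100 in at least 1 array, leaving out LERKO replicate 3 called 1 feature, without a gene symbol, and leaving out any other array called 0. Over the alternatives tried, the adjusted p ranged from 0.0233 to 0.897 for Esr1 and Hyou1 and from 0.0284 to 0.991 for Creld2. The paper compares the number of regulated genes in LERKO with the 173 in ERαKO, reports Esr1 as the gene regulated in both, and states that the hepatic profile of LERKO mice does not reflect that of ERαKO mice.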

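Of the genes that the paper lists as regulated in ERαKO livers (Table S2), 107 besides Esr1 could be matched by symbol to a tested feature in LERKO livers. In LERKO, 31 of these had a fold change in the ERαKO direction and 76 in the opposite direction, so that 29.0% kept the direction. Cyp4a12a, a male-biased fatty acid hydroxylase gene, has the paper's largest increase in ERαKO among these genes, a log2 fold change of 5.23. In LERKO its log2 fold change was -0.77 (standard error 1.11), with 8.17 on CT replicate 3 and at most 5.82 on the other arrays. Without CT replicate 3 it was below 100 on every array, and the LERKO mean lay 0.486 above the CT mean, in the ERαKO direction. For Elovl3, a fatty acid elongase gene, the paper's ERαKO value is 3.82 and the LERKO value was 0.92 (standard error 0.681). That value rested mainly on CT replicate 2, at 4.06, while the other arrays lay at 6.34 to 6.97. Mt1, which codes for a metallothionein, has the paper's largest decrease among them, -4.05, and a LERKO log2 fold change of 0.32 (standard error 0.151). For the steroid hydroxylase gene Cyp17a1 the paper's ERαKO value is -2.75 and the LERKO value was 0.24 (standard error 0.0768). None of these 4 genes passed limma's test in LERKO.

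**Figure D2:**
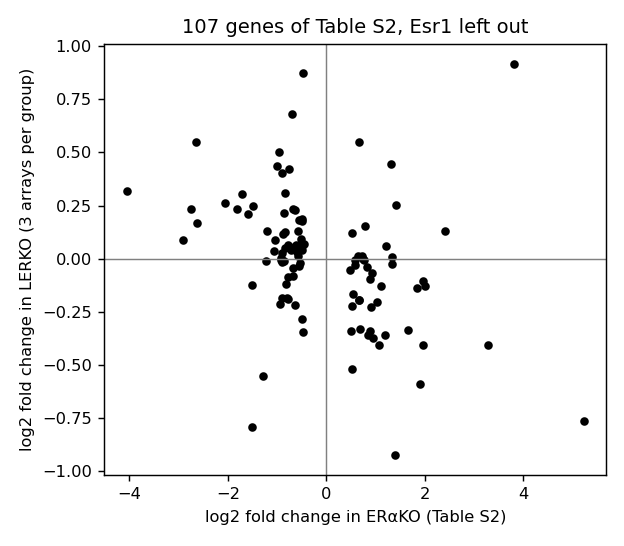
Log2 fold change in LERKO livers (vertical axis, 3 arrays per group) against the paper's log2 fold change in ERαKO livers (horizontal axis, Table S2) for the 107 genes, 1 point per gene. Most points, 76 of 107, lie at the upper left or the lower right, where the signs differ.

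The 44 genes higher in ERαKO lay lower as a group in LERKO, with 33 below 0 and 1 of them lower when adjusted over the list alone. Their mean differed by -0.119 from the other features (adjusted p = 0.0176 from camera, 0.645 with an estimated correlation). The 63 genes lower in ERαKO lay higher, with 43 above 0 and a difference of 0.0979 (adjusted p = 0.00498, and 0.27 with an estimated correlation). Genes with female-biased expression in liver, a list that shares members with these, showed a difference of 0.172, with 15 of 21 above 0 (adjusted p = 0.00841, and 0.27 with an estimated correlation), led by Trim24 (0.31, standard error 0.0702) and Cyp3a16 (1.73, standard error 0.476). For male-biased genes, 16 of 20 were below 0 (difference -0.230, adjusted p = 0.108). On CT replicate 3, the array with pancreatic, keratin and muscle transcripts, the male-biased genes averaged 0.868 and the ERαKO-higher genes 0.358 above the mean of the other arrays.
Across the 107 genes, which are not independent replicates, Pearson's r between the fold changes was -0.346 and Spearman's rho -0.413. Without CT replicate 3, r was -0.0297 and the difference of the ERαKO-higher genes -0.0031 (adjusted p = 0.784), while that of the ERαKO-lower genes was 0.0792 and called (adjusted p = 0.0338), and 0.0658 and not called without CT replicate 3 and LERKO replicate 2 (adjusted p = 0.15). Without LERKO replicate 3 the difference of the ERαKO-higher genes was -0.0884 (adjusted p = 0.0899), and without CT replicate 2 r was -0.591 and that difference -0.234. The male-biased list was called with no filter (-0.256, adjusted p = 0.0258) and after a further quantile normalization (-0.285, adjusted p = 0.047). It was also called without CT replicate 1 (-0.392, adjusted p = 0.00575), CT replicate 2 (-0.400, adjusted p = 0.000741) or LERKO replicate 1 (-0.292, adjusted p = 0.0391) and lay at 0.0278 without CT replicate 3, all at the preset correlation; with an estimated correlation its adjusted p on all arrays was 0.963. The female-biased list was at 0.0840 without LERKO replicate 3 (adjusted p = 0.0297) and lost its call without CT replicate 3 and LERKO replicate 2 (0.163, adjusted p = 0.0884).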

Of the 3 significantly regulated genes in LERKO mice, only the *Esr1* (coding for ERα) gene was also significantly regulated in ERαKO mice. Furthermore, we specifically evaluated hepatic mRNA expression levels of glucose-6-phosphatase (G6P), stearoyl-coenzyme A desaturase 1 (Scd1), ERβ, GPR30 and the androgen receptor (AR) (Figure 4; ERβ and GPR30 data not shown). We have previously shown that hepatic Scd1 and G6P expression levels are significantly affected by estrogenic signalling. In ERαKO mice, the hepatic Scd1 transcript is upregulated by ∼5 fold [12], while in HFD mice, E2 treatment decreased the expression levels of both G6P and Scd1 within the liver [20]. In addition, a decrease in hepatic G6P mRNA levels is also observed in ob/ob mice treated with E2 or PPT [4]. Thus, we proposed that hepatic Scd1 and G6P are likely to be mediators of the observed effects of estrogen signalling on metabolic phenotypes. However, in LERKO livers, Scd1 and G6P did not demonstrate any significant change in mRNA expression levels compared to CT livers (Figure 4).

Since both ERβ and GPR30 can mediate estrogen signalling [27], [28], [36], we speculated that these signalling pathways could compensate for the reduced hepatic ERα signalling. However, in CT and LERKO mice, hepatic mRNA levels of ERβ were undetectable while GPR30 mRNA levels were very low and of a similar level (data not shown) suggesting that ERβ and GPR30 signalling did not have a compensatory role in the livers of LERKO mice. Additionally, AR signalling within the liver has recently been implicated in hepatic glucose and lipid homeostasis [37]. We measured the hepatic AR transcript to evaluate whether increased hepatic AR levels could be involved in the maintenance of insulin sensitivity in LERKO mice. However, LERKO and CT mice had comparable hepatic AR transcript levels (Figure 4).

### Body weight, glucose response and hormone levels of LERKO mice are comparable to CT mice when challenged with a high fat diet and/or age

To challenge the LERKO model, 8 month-old LERKO and CT mice were subjected to a 5 month HFD. As expected, the male and female HFD regimented mice showed a marked increase in body weight over the course of the diet, compared to age-matched standard chow-fed male and female mice (Figure 5 A). Importantly, there were no significant differences in body weights between male or female CT and LERKO mice (Figure 5 A). HFD-fed mice displayed pronounced reductions in glucose tolerance. However, no differences in glucose tolerance were observed between the CT and LERKO mice (Figure 5 B). CT and LERKO mice receiving the standard diet showed normal glucose tolerance (Figure 5 B). We determined levels of insulin and adiponectin as markers of insulin resistance, and of IGF-1 as a hormone sensitive to the diet. Analysis of circulating hormone levels revealed that CT and LERKO mice had comparable insulin, IGF-1 and adiponectin levels, within their respective sexes and for both diets (Figure 5 C). HFD-fed mice showed increased levels of insulin and IGF-1, while adiponectin levels were comparable for chow- and HFD-fed mice.

**Figure 5:**
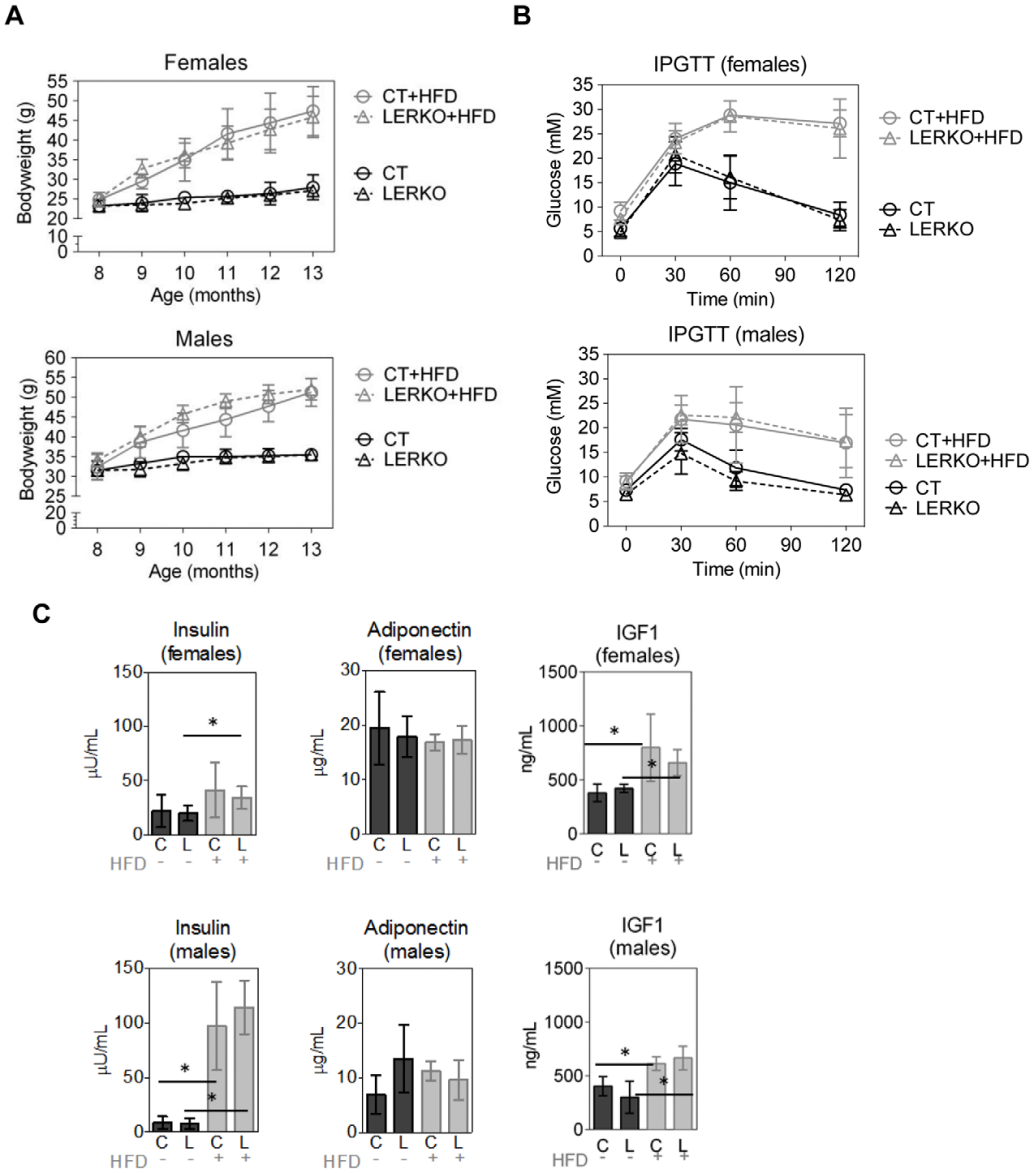
HFD-fed LERKO mice show normal hormone profiles and insulin and glucose responses. Eight month-old LERKO and CT mice were fed with a high fat or standard chow diets for 5 months, and changes in body weight (A), glucose tolerance (B) and circulating hormones (C) were assessed. Body weight increased steadily in HFD animals across both sexes. However, the increase in body weights was comparable in the CT and LERKO mouse groups within the respective genders (A). Male chow diet CT/LERKO n = 4; HFD CT/LERKO n = 8. Female chow CT/LERKO n = 7; HFD CT n = 6, LERKO n = 8. (B) IPGTT assessment of standard chow-fed and HFD regimented groups revealed that the HFD groups exhibited pronounced impaired glucose tolerance. However, comparable responses during IPGTT were observed between the respective male or female CT and LERKO mouse groups. Male chow CT/LERKO n = 4; HFD CT n = 7, LERKO n = 8. Female chow CT/LERKO n = 7; HFD CT n = 5, LERKO n = 7. (C) Compared to standard chow-diet, HFD feeding lead to increased insulin and IGF-1 levels both in CT and LERKO mice. However, circulating hormone levels were similar in CT and LERKO mice maintained on HFD or standard chow diet. n = 4–8. Additionally, significant difference was not observed for IPGTT based on calculating the area under the curve (data not shown).All data are presented as mean ±SD.

## Discussion

We previously demonstrated that ERαKO mice have pronounced hepatic insulin resistance [12]. To determine whether liver-selective ablation of ERα recapitulates the metabolic phenotypes of ERKO mice, we generated a liver-selective ERαKO mouse model, LERKO. The resulting LERKO mice displayed an efficient ablation of ERα expression selectively within the liver (Figures 1 and 2), confirming the successful generation of a liver tissue selective ERα KO model. We have previously shown that ERαKO mice display an increase in body weight, impaired glucose tolerance and insulin resistance [12]. In contrast, compared to CT mice, LERKO mice maintained comparable body weights, and responded similarly during glucose and insulin tolerance tests compared to CT mice even when challenged with a HFD or age (Figures 3 and 5). There were no differences either in the basal or glucose-stimulated insulin responses during the GTT between CT and LERKO mice (data not shown). Thus LERKO mice do not secrete more insulin to maintain a glucose response similar to that of CT mice during the GTT. Furthermore, to make sure that we did not miss an early and transient phenotype, we also measured glucose tolerance at 3 months of age and observed similar glucose tolerance for LERKO and CT mice for males and females (data not shown). Additionally, a key mediator of insulin signalling, phosphorylation of Akt, was similar between CT and LERKO mice for the liver. Thus LERKO mice maintain normal liver insulin sensitivity.

Della Torre S et al. [38] showed a small decrease in circulating levels of IGF-1 between CT and LERKO mice under specific dietary conditions. We do not observe any difference in circulating IGF-1 levels between CT and LERKO mice on a standard chow diet or on a HFD. However feeding with HFD resulted in increased level of IGF-1 both in CT and LERKO mice.

Together, these observations indicate that selectively ablating ERα action in the liver is not sufficient to recapitulate the metabolic phenotype observed in mice with whole body disruption of ERα. Our western blot analyses indicate that the remaining ERα in the liver of LERKO mice corresponds to less than 1% of that in livers from CT mice (Figure 1). The most likely source of the remaining ERα are the non-parenchymal cell types, as these have been noted not to express the albumin promoter used to drive the cre expression in LERKO mice [32], [33]. Therefore, it remains possible that ERα signalling in non-parenchymal cells might have an important role in the ERα-mediated hepatic insulin resistance observed in ERαKO mice. In support of this possibility, a recent study showed that Kupffer cells (a hepatic non-parenchymal cell type) mediated responses that contribute to the onset of HFD-induced hepatic insulin resistance [39]. However, whether Kupffer cells contribute to hepatic insulin resistance in the absence of HFD, as observed in ERαKO mice and whether the observed Kupffer cell mediated effect is dependent on ERα-mediated signalling remains to be elucidated.

Other studies have noted that the albumin promoter is not fully active until the mice are 6 weeks of age [40]. Since ERαKO mice are ERα-null during their entire development, it is possible that the onset of the observed phenotype in ERαKO mice is dependent on ERα signalling during an early developmental phase.

Another possible explanation for the absence of an observable metabolic phenotype in LERKO mice could be the presence of compensatory mechanisms. Previous studies utilising liver-selective AR KO mice have implicated AR as a positive factor in preventing the development of hepatic steatosis and insulin resistance [37]. In addition, studies in mice lacking G protein-coupled receptor (GPR) 30, a functional estrogen receptor, have established GPR30 as an important factor in insulin sensitivity and glucose homeostasis [28]. Furthermore, since ERβ is known to respond to estrogens [41], and associate with ERα related gene targets [41], it is possible that ERβ could supplement the ERα function when ERα is low. All three of these proteins are potential candidates in driving potential compensatory mechanisms. However, we did not find any significant differences in AR, GPR30 or ERβ transcript levels between livers of LERKO and CT mice, suggesting that these proteins are not involved in compensatory mechanisms in LERKO livers.

Our previous study of ERαKO mice demonstrated a moderate decrease in insulin stimulated glucose uptake in the muscle *in vitro,* suggesting that the muscle contributes to the metabolic phenotypes observed in ERαKO mice. This is consistent with the data reported by Ribas et al. [42], which shows a contribution by muscle to glucose disposal *in vivo.* Further studies using mice with skeletal muscle-selective ablation of ERα will further shed light on the contribution of ERα in the muscle to the observed phenotypes in ERαKO mice.

While an unknown compensatory mechanism might still be responsible for maintaining normal body weight, and glucose homeostasis in the LERKO mouse model, it is important to note that our gene expression profiling analysis indicated only 3 genes out of the estimated ∼28000 genes detectable by the utilised microarray had altered transcript levels between LERKO and CT mice (Table S1). 

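Besides Esr1, Hyou1, Creld2 and genes of the ER chaperone list, the lower features with 1 gene symbol and the smallest p in LERKO livers were Prss8, Sel1l3, Gpr146 and Cish. Prss8, which codes for a membrane serine protease, had a log2 fold change of -1.12 (standard error 0.141), and Cish, a feedback inhibitor of cytokine and growth hormone receptor signalling, one of -0.72 (standard error 0.131). Among the higher features the smallest p belonged to Idh3a, a subunit gene of the isocitrate dehydrogenase of the citric acid cycle, with a log2 fold change of 0.59 (standard error 0.0777). After Idh3a and the bile acid synthesis gene Cyp7a1 followed Mcrip2, Alg2, Ftsj3, Rhobtb1, Arrdc3, Trub2, Kif5b and Timm8a1, with log2 fold changes of 0.34 to 0.47. These genes were taken from the features whose LERKO and CT values did not overlap. Their adjusted p from limma was 0.347 for Prss8, 0.371 for Idh3a and larger for the others.
The measured differences were small, with 65 of the 10633 features at an absolute log2 fold change of at least 1. Of the 39 that were lower, 23 were among the features that stood out on CT replicate 3 with its pancreatic, keratin and muscle transcripts, and of the 26 that were higher, 13 were among those of LERKO replicate 2 with its adrenal transcripts. The values of the groups did not overlap for 1386 features, 13.0%, where chance gives 10% for 3 arrays against 3. The median standard error of a log2 fold change was 0.0984. In simulated data with 10 features lowered by the same size, limma called 49.4% of those changed by 1 on the log2 scale. It called 83.8% of those changed by 1.5 and 93.4% of those changed by 2. With 200 changed features it called 32.8% of those changed by 0.5 and 84.5% of those changed by 1. The simulated features varied independently, with variances drawn from the distribution that limma estimated. Features changed together ease the adjustment for each other, so these shares do not hold for a gene changed alone. In the real data Esr1 (-1.65) and Creld2 (-1.48) were not called (adjusted p = 0.149 and 0.19 from limma).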

Importantly, the presence of *Esr1* in this category confirmed the successful downregulation of the ERα transcript in the LERKO mouse model. 

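Esr1 (feature 10367600) was lower on each LERKO array than on each CT array. Its log2 values were 8.45, 8.78 and 8.29 in the CT livers and 6.75, 7.06 and 6.77 in the LERKO livers. The means were 8.51 ± 0.251 (SD, n = 3) and 6.86 ± 0.175 (SD, n = 3), so that CT livers had 3.13-fold the LERKO signal. The 95% confidence interval of the log2 fold change from limma ran from -2.01 to -1.29 (standard error 0.150). An exact two-sided permutation test of the 6 values gave p = 0.1, the smallest that 3 arrays against 3 allow. The LERKO values stayed above the filter at 100 on every array. Features of this array type summarise probes along a transcript, and the place of the Esr1 probes relative to the deleted exon was not analysed here, so the level is no measure of the share of recombined alleles.

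**Figure D3:**
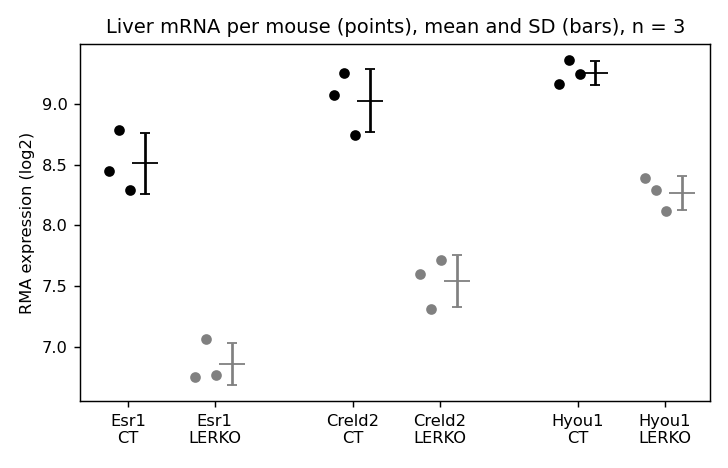
RMA expression on the log2 scale (vertical axis) of Esr1, Creld2 and Hyou1 in CT (black) and LERKO (grey) livers, with 1 point per mouse and bars at the mean with the SD (n = 3). For each of the 3 genes all LERKO points lie below all CT points, and the mean of Esr1 is 8.51 in CT and 6.86 in LERKO.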

The remaining 2 genes were not identified as significantly changed in the corresponding ERαKO analyses (Table S2), thus further investigation is needed to evaluate the relevance of ERα-mediated signalling for the regulation of these genes. 

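Creld2 (feature 10426098) had log2 values of 9.07, 9.26 and 8.75 in CT livers and 7.60, 7.31 and 7.72 in LERKO livers. Its means were 9.02 ± 0.258 (SD, n = 3) and 7.54 ± 0.210 (SD, n = 3), a signal 2.79-fold as high in CT, with a standard error of 0.161 for the log2 fold change. Hyou1 (feature 10584712) had means of 9.25 ± 0.0980 (SD, n = 3) in CT and 8.27 ± 0.139 (SD, n = 3) in LERKO livers, a signal 1.98-fold as high in CT, with a standard error of 0.0966. For each of the 2 genes an exact two-sided permutation test gave p = 0.1. Of the 37 measured ER chaperone and folding genes, 2 are among the genes that the paper lists for ERαKO, and both went the other way there. Manf, a secreted ER stress-induced protein, has the paper's ERαKO log2 fold change of 1.39 and was at -0.93 (standard error 0.139) in LERKO. Selenos, a gene of ER-associated degradation, has the paper's ERαKO value of 0.51 and was at -0.34 (standard error 0.0945) in LERKO. Both were among the genes called when adjusted over the list alone, with an adjusted p of 0.00899 for Manf and 0.0434 for Selenos. The difference between the mouse models was not tested.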

We speculate that the absence of further differences between the LERKO and CT hepatic transcriptional profiles does not support the presence of compensatory actions, which are likely to be reliant on alteration of metabolic pathways to maintain homestatic balance. However, it still remains possible that compensatory mechanisms working through metabolic pathways identical to ERα could still be present.

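Of the lists of metabolic genes, fatty acid oxidation and PPARα targets and bile acid genes lay higher in LERKO livers and cholesterol synthesis genes lower, by camera with its preset correlation. None of these 3 calls held with an estimated correlation (adjusted p = 0.52, 0.509 and 0.963) or with fry (adjusted p = 0.325, 0.278 and 0.744). The lists of gluconeogenesis, glycolysis, insulin signalling, fatty acid synthesis and lipoproteins did not pass the test. Of 19 fatty acid oxidation genes, 17 had a log2 fold change above 0, and the list lay 0.367 above the other features (adjusted p = 1.06e-07 from camera). Its leading genes were Cpt2 (0.28, standard error 0.0837), Vnn1 (1.46, standard error 0.478), Cyp4a14 (0.64, standard error 0.218) and Etfdh (0.32, standard error 0.117). None passed when adjusted over the list alone. Of 20 bile acid genes, 17 were above 0 (difference 0.149, adjusted p = 0.00409). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was the only one called when adjusted over the list alone (adjusted p = 0.0117), at 12.02 ± 0.0430 (SD, n = 3) in CT and 12.48 ± 0.0922 (SD, n = 3) in LERKO livers. Of 19 cholesterol synthesis genes, 18 were below 0 (difference -0.171, adjusted p = 0.00409), led by Lss (-0.53, standard error 0.143) and Fdft1 (-0.26, standard error 0.128). The size for Fdft1 leaned on CT replicate 1, at 11.375, against 10.888 and 11.027 on the other CT arrays. No member of these lists passed when adjusted over all features tested.
Of 15 gluconeogenesis genes, 7 were above and 8 below 0 (difference -0.0866, adjusted p = 0.671, and -0.149 without LERKO replicate 2, -0.0432 without LERKO replicate 3 and -0.175 without CT replicate 3 and LERKO replicate 2, none of them called). Among them G6pc, the glucose-6-phosphatase gene, had the smallest p, with a log2 fold change of -0.62 (standard error 0.164, adjusted p = 0.12 when adjusted over the list alone) and lower values on every LERKO array. The difference was -0.0237 for 15 glycolysis and glycogen genes (adjusted p = 0.671) and -0.0244 for 21 insulin signalling genes (adjusted p = 0.927), whose mean was -0.0386 while its median was 0.0051 and camera's direction up, with Irs2 at -0.65 (standard error 0.207). It was -0.0968 for 23 fatty acid and triglyceride synthesis genes (adjusted p = 0.195) and 0.0295 for 17 lipoprotein genes (adjusted p = 0.671). The fatty acid oxidation list was at 0.566 without CT replicate 3 and LERKO replicate 2, at 0.254 without CT replicate 2 and at 0.268 without LERKO replicate 1. It averaged -0.458 against the other arrays on CT replicate 2 and 0.425 on LERKO replicate 1. LERKO replicate 2 did not show the rise, at -0.0542, near the -0.0523 of CT replicate 3. The call of the bile acid list was lost without CT replicate 2 (difference 0.0743, adjusted p = 0.14). That of the cholesterol list was lost without CT replicate 1 (-0.10, adjusted p = 0.155), without CT replicate 3 (-0.122, adjusted p = 0.202) and without CT replicate 3 and LERKO replicate 2 (-0.138, adjusted p = 0.198), and its size changed to -0.0953 without LERKO replicate 1 and -0.290 without CT replicate 2, while fatty acid and triglyceride synthesis was called without CT replicate 2 (-0.197, adjusted p = 0.000737) or LERKO replicate 2 (-0.203, adjusted p = 0.0265), at the preset correlation. On all arrays its adjusted p was 0.963 with an estimated correlation. Without 1 array the insulin signalling list ran from -0.0558 to -0.0035 and the lipoprotein list from 0.0014 to 0.0687.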

The MS is a complex multifactorial syndrome, involving multiple organs [43]. The exact sequence of events and the role of estrogenic action in the development of the MS remain to be elucidated. While our results suggest that downregulation of hepatic ERα action does not induce the development of insulin resistance and obesity, the possibility remains that ERα signalling has crucial roles downstream of the initiating factors.

In this study, we pursued a logical continuation of our previous work in delimitating the functional contribution of hepatic ERα for the previously observed hepatic insulin resistance exhibited by total ERαKO mice. However, our results indicate that downregulating ERα in the liver does not recapitulate the previously observed ERαKO phenotype. Whether this lack of an ERαKO-like phenotype in LERKO mice could be due to unidentified compensatory mechanism/s, or whether hepatic insulin resistance occurs as a secondary/downstream effect upon ablation of estrogen signalling in other cell types, remains to be elucidated.

## Materials and Methods

### Ethics statement

The ‘Stockolms Södra and Norra Djuretiska Nämnd’ ethics committees approved all animal experiments (approval numbers: S10/09, S11/09 and N398/10).

### Animals

C57BL/6J mice expressing the cre recombinase under the liver specific albumin promoter (B6.Cg-Tg(Alb-cre)21Mgn/J) were purchased from The Jackson Laboratory. The generation of floxed ERα mice has been described elsewhere [44]. To generate mice with a liver-specific knockout of ERα, the Alb-cre transgenic mice were crossed with ERα^fl/fl^ animals to obtain Alb-cre/ERα^fl/+^. These mice were subsequently crossed with ERα^fl/fl^ animals, resulting in Alb-cre/ERα^fl/fl^ mice (LERKO). ERα^fl/fl^ animals served as controls. Genotyping for the Alb-cre transgene was performed with the following primers: F: 5′-TAATGGGGTAGGAACCAATG-3', R: 5'-GTTTCACTATCCAGGTTACGG-3'. Genotyping of the floxed-ERα locus was performed as described elsewhere [44]. Male and female LERKO mice were fertile with the females exhibiting a regular estrous cycle (data not shown). All animals were maintained on 12 h light-dark cycle, with food and water available *ad libitum.* From 8 to 13 months of age male and female LERKO mice, together with age-matched CT mice, were maintained on chow diet or on a HFD containing 34.9 g% fat, 26.2 g% protein and 26.3 g% carbohydrate (Research Diet, New Brunswick, NJ, USA). At the end of the experiment the mice were decapitated, blood was collected in heparinized tubes, centrifuged, and plasma was stored at −20C. Liver, adipose tissue, muscle, kidney and uterus were removed and stored at −80C.

### *Circulating hormone analyses*

Plasma insulin levels were measured by RIA using ^125^I-labeled porcine insulin, guinea pig anti-porcine serum and rat insulin as a standard (Novo Nordisk, Denmark). Plasma adiponectin levels were assessed with a double-antibody RIA technique in which ^125^I-labeled murine adiponectin, multispecies adiponectin rabbit antiserum and mouse adiponectin standard were used (Millipore, Billerica, MA, USA). Plasma levels of IGF-1 were analysed by mouse/rat IGF-1 ELISA (Mediagnost, Germany).

### *Intraperitoneal glucose tolerance test (IPGTT)*

In overnight-fasted mice, blood glucose concentrations were measured before and after (30, 60 and 120 min) the intraperitoneal injection of glucose at a dose of 2 g/kg. Blood glucose concentrations were analysed using the MediSence glucose analyser (Abbott Scandinavia AB, Solna, Sweden).

### *Intraperitoneal insulin tolerance test (IPIIT)*

IPITT was performed in overnight fasted mice. Blood glucose concentrations were initially measured at the basal condition (0 min), then the animals were administered an intraperitoneal injection of insulin (0.25 U/kg) (Actrapid, Novo Nordisk) followed by an intraperitoneal injection of glucose (1 g/kg). Subsequently, blood glucose concentrations were measured at 15, 30, 60, 90 and 120 min after the glucose load.

### Insulin signalling in vivo

Overnight-fasted animals were injected intraperitoneally with saline or human insulin (Actrapid, Novo Nordisk) at a dose 2 U/kg. After 5 min, mice were sacrificed, tissues were harvested and stored at −80°C.

### Assessment of AKT[pS473]

Liver protein extracts were prepared by homogenizing tissue in RIPA buffer, followed by centrifugations at 10 000×g for 10 min. Supernatants were transferred to new tubes and centrifuged again as previously. Finally, the supernatants were centrifuged at 14 000×g for 10 min. Protein concentrations of the extracts were determined using the BCA Protein Assay (Thermo Scientific, USA). Akt[pS473] was assessed by ELISA (BioSource, Belgium).

### Immunohistochemistry

Paraffin-embedded tissue blocks were cut at 4μm thickness, de-paraffinized, and rehydrated. Antigen retrieval was executed by microwaving the sections at 650 W in 10 mM citrate buffer (pH 7.0) for 15 min. Endogenous tissue peroxidase was then quenched by immersion in 0.5% H_2_O_2_/PBS for 30 min/RT, then 0.5% Triton X-100/PBS for 15 min. To minimise non-specific antibody binding, sections were treated with BlockAce (Dai-nippon Pharmaceutical, Japan) for 40 min/RT. The anti-ERα (Santa Cruz, MC-20: sc-542) primary antibody (1∶250 dilution) was applied to the sections overnight/4°C in 10% BlockAce/PBS. Subsequently, the sections were washed and incubated for 1 h/RT with appropriate biotinylated secondary antibody (1∶200 dilution). Visual staining was achieved with the avidin-biotin complex (ABC) method [45] with the Vectastain ABC kit (Vector). Peroxidase activity was visualized with 3,3'-diaminobenzidine (DAKO). Sections were lightly counterstained with hematoxylin. Negative controls were treated equally, without incubation with primary antibodies.

### Oil Red O Staining

Fresh liver tissue were immersed in Tissue-Tek OCT compound (Sakura, Japan) and then frozen in isopentane cooled by liquid nitrogen. Samples were subsequently stored at -80°C. Stock Oil Red O solution was made by dissolving 300 mg of Oil red O powder (Sigma) in 100 mL of 99% isopropanol. Mixing, then filtering, 60 ml of the stock solution with 40 ml of distilled water produced the working solution, which was used within 1 h. Twelve micrometer frozen liver cryosections were air dried, incubated in Oil Red O working solution for 30 min then washed in distilled water. Sections were subsequently lightly counterstained with hematoxylin.

### RNA extraction

Total RNA was isolated from frozen mouse tissues using the Trizol reagent (Invitrogen) as per the manufacturer's instructions. Isolated RNA was subsequently, purified with the RNeasy Plus Mini Kits (Qiagen), and quantitated using a NanoDrop 1000 spectrophotometer (Thermo Scientific) and the accompanying software.

### Microarray Analysis

All microarray experiments have been performed in accordance to the MIAME microarray experiment guidelines [32]. The gene expression profile of liver in ERαKO mice was determined using Affymetrix MOE430 A arrays as reported previously [12]. In the current study, Affymetrix Mouse Gene 1.1 ST arrays were used for analysis of liver gene expression in LERKO mice. To facilitate the comparison between the ERαKO and LERKO data sets all microarray data were analysed or re-analysed with related packages available from Bioconductor [46]. Normalization and calculation of gene expression was performed with the Robust Multichip Average (RMA) expression measure using the affy package and oligo packages respectively for the ERαKO and LERKO studies. Prior to further analysis, a nonspecific filter was applied to remove genes with expression signals below 100 across all samples. Significant differential expression between KO and CT groups was assessed with the limma package, mean fold changes were estimated, and a false discovery rate of 5% was employed. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [47] and are accessible through GEO Series accession number GSE36514 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE36514).

### PCR and agarose gel electrophoresis

PCR analysis was performed using BIO-X-ACT Short Mix (Bioline) according to the manufacturer's instructions. One microliter of cDNA was used as the starting template together with the following primers flanking exon 3 of *mERα*: F:5′-CACGGCCAGCAGGTGCCCTA-3′, R: 5′-GGCCTGGCAACTCTTCCTCCG-3′. The applied thermocycling regime employed was: 94°C, 2 min; [94°C, 30 s; 60°C, 30 s; 72°C, 30 s] for 30 cycles; 72°C, 5 min. The reaction products were resolved on 3% agarose gels (UltraPure Agarose 1000, Sigma) in TBE buffered conditions.

### Quantitative real-time PCR

Individual cDNA samples were assessed for gene expression by quantitative real-time PCR using the 7500 Fast Real-Time PCR System (Applied Biosystems) with the Fast SYBR Green master mix (Applied Biosystems) according to the accompanying protocol. Melting curve analyses was applied to confirm system/primer specificity. Relative gene expression was evaluated using either the Standard Curve (Applied Biosystems, User Bulletin #2) or, where appropriate, the comparative CT method [48]. Gene expression was normalised to murine glyceraldehyde-3-phosphate dehydrogenase (mGAPDH). Targeted qPCR primers utilised were *mERβ* (F:GCCAACCTCCTGATGCTTCT; R:TCGTACACCGGGACCACAT), *mERα* (F:GAGAAGCATTCAAGGACACAATGA; R: CGGTTCTTGTCAATGGTGCAT), *mGAPDH*: (F:TGTGTCCGTCGTGGA; R:CCTGCTTCACCACCT), *mCyp3a41*: (F:GTGGAGAAAGCCAAAGGGATT, R:GAAGACCAAAGGATCAAAAAAGTCA), *mScd1*: (F:CCGGAGACCCCTTAGATCGA, R:TAGCCTGTAAAAGATTTCTGCAAA), *mG6P*: (F:TCCGTGCCTATAATAAAGCAGTT, R:GTAGAAGTGACCATAACATAGTA), *mFmo3*: (F:CAGCATTTACCAATCGGTCTTC, R: TGACTTCCCATTTGCCAGTAG), *mHsd3b5*: (F:GCCTGGAACCTCTTGTAGGTAGAA, R:GAAATGCTTTGGCACATGGA), *mGPR30*: (F:GACTCTGCTCCCCTTAAGCTG, R:GAAAGATAAACCAGGCATTTG), *mAR*: (F:TGCTCTACTTTGCACCTGACTTG, R:ACTGGCTGTACATCCGAGACTTG), *mIGF1*: (F:TGCCCAGCGCCACACT, R: TTCGTTTTCTTGTTTGTCGATAGG), *mSREBP-1c*: (F: GGAGCCATGGATTGCACATT, R: GCTTCCAGAGAGGAGGCCAG). All primers are shown in the 5′ to 3′ orientation.

### Western blot analysis

Frozen tissue was homogenized in RIPA Buffer (Sigma) containing complete mini protease inhibitor cocktail (Roche). To ensure equal loading, protein concentrations were determined using the BCA Protein Assay Kit (Pierce). Protein extracts (100μg liver, 5μg uterus) were resolved on a 7.5% Mini-PROTEAN TGX Precast Gel (Biorad) then transferred to Amersham Hybond-LFP membranes (GE Healthcare). Membranes were blocked with 5% skimmed milk (1 h, RT), then incubated overnight at 4°C with the anti-ERα antibody [1∶200 dilution] (Santa Cruz, MC-20: sc-542) or anti-Actin antibody [1∶10000] (Sigma Aldrich) under gentle agitation. Subsequently, the membranes were washed (3×15 min) in PBS containing 1% Tween-20 (Duchefa Biochemie), then incubated with the anti-rabbit [1∶2000 dilution] (for ERα) or anti-mouse [1∶5000 dilution](for Actin) secondary antibody for 1 h at room temperature under gentle agitation. Following a repetition of the washing steps, the antibody targeted proteins were visualized with the use of the Pierce SuperSignal West Pico Chemiluminescent Substrate kit (Thermo Scientific) followed by autoradiograph film exposure. To ensure the observed differences in band intensity were not due to differential protein concentration, membranes were checked for equal lane loading by Coomassie R-350 staining as previously described [49]. Densitometric analysis was performed with ImageJ [50], utilising coomassie staining for normalisation of ERα band intensity.

### Statistical analysis

Unless otherwise stated, quantitative data are expressed as mean ±SD. Statistical significance was assessed using the two-tailed Student's t-test assuming unequal variance. Figures 5A and 5 C were analyzed using two-way repeated measurements ANOVA or two way ANOVA, respectively, followed by the Tukey post-hoc test. Significance was established at P≤0.05 and represented as an asterix (*).

### Analysis of hepatic lipid composition

Hepatic lipids were extracted as previously described [51], [52]. In brief, ∼100 mg of liver was extracted in chloroform-methanol (2∶1, v/v), solubilised in 1% Trition X-100 solution, and total cholesterol and triglycerides were determined by enzymatic assays. Cholesterol and triglyceride reagents were purchased from Roche Diagnostics (GmbH, Mannheim, Germany).

## Supporting Information

Figure S1 **Confirmation of equal protein loading in ERα targeted Western Blot analysis.** Coomassie staining of membranes probed for ERα protein (Figure 1C) revealed similar total protein levels across CT and LERKO sample lanes. Lanes M = marker; 1–3 = CT; 4–6 = LERKO; 7 = ERKO uterus; 8 = CT uterus.+
(TIF) Click here for additional data file.

Figure S2 **Control and LERKO mice exhibit similar levels of hepatic lipid content within respective gender.** Male CT n = 3, LERKO = 3. Female CT = 3, LERKO = 3. Data are presented as mean ±SD.
(TIF) Click here for additional data file.

Table S1 **Significantly changed genes in CT versus LERKO mice.** Genes identified as having a significant change in the hepatic transcriptional levels between LERKO and CT mice. FDR = false discovery rate.
(XLSX) Click here for additional data file.

Table S2 **Significantly changed genes in CT versus ERαKO mice.** Genes identified as having a significant change in the hepatic transcriptional levels between ERαKO and CT mice. FDR = false discovery rate.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

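Gene expression was measured in the livers of 3 female CT mice and 3 female LERKO mice, with 1 Affymetrix Mouse Gene 1.1 ST array per mouse sample. The replicates were labelled as biological. The methods state that animals had free access to food; the age of these mice and the hour of sampling are not given in the sources used here. All 6 arrays were used, and no column of another sample was present.

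The deposited values were log2 expression signals that the authors had computed with the Robust Multichip Average (RMA) of the oligo package; the version is not given in the sources used here. RMA subtracts background, gives all arrays the same distribution by quantile normalization and summarises the probes of a feature, so a shift shared by most genes between the groups would not be visible in these values. It also compresses differences of weakly expressed genes. The scanned arrays were not analysed here.

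Each array held 35556 features. Gene names came from the platform annotation that pairs features with genes, and 15 symbols were updated through gene identifiers to those of the assembly GRCm38.p6. Of all features, 21218 had 1 gene symbol, 1881 had several and 12457 had none. Features with several symbols stayed in the tests but were not named. The files name no genome build, so no coordinates are given. Where a gene had several features, the one with the highest mean was used in the gene lists.

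Features with a signal of at least 100 (6.64 on the log2 scale) in at least 1 array were kept, after the paper's statement that genes with signals below 100 across all samples were removed. This left 10633 features, and those with 1 gene symbol stood for 6900 distinct genes. The 3 LERKO arrays were compared with the 3 CT arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, default settings), and p was adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. The prior degrees of freedom were 2.59, for a total of 6.59. For single genes that the paper names, an exact two-sided permutation test of the 6 values was added, which cannot go below 0.1. The methods' t-test (two-tailed, unequal variance) was run on the same values. The number of arrays limits the precision, and 94.9% of the features tested had a standard error under 0.25.

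The 29 lists of genes of pathways and cell types, the rule for the genes named and the first group of alternatives named here were fixed before the data were examined. With the genes of Table S2 that are higher and lower in ERαKO, 26 lists had at least 5 tested genes and were tested with limma's camera with a preset correlation of 0.01, adjusted over these lists; camera with an estimated correlation and fry were run beside it. The 5 lists of cell cycle, cholangiocyte, lymphocyte, neutrophil and erythroid, and pancreatic acinar genes had fewer than 5 tested genes and were not tested. Table S2 gives 173 rows for ERαKO, with 148 distinct symbols, from other mice and another array (MOE430 A). Of these, 107 besides Esr1 matched a tested feature. Markers of plasma cells, the adrenal gland and squamous epithelium were added after the values had been seen.

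The rule for the genes named takes every liver mRNA that the paper names, every feature called, the 10 features with 1 symbol and the smallest p in each direction whose groups do not overlap, up to 4 members with the smallest p of each list described, and the 5 genes with the largest change in each direction in Table S2. The values of Tables S1 and S2 had been seen when the rule was written. Table S1 comes from the same arrays, so the ER chaperone list is not independent of its genes Hyou1 and Creld2. Further genes named as standing out on a single array, and further members of the ER chaperone list, were chosen after their values were seen. Of the genes the paper names, Cyp3a41a shared its features with other genes, and Hsd3b5, Esr2 and Gper1 were below 100 on all arrays.

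The first group of alternatives was no filter, features of at least 100 in every array, a mean of at least 100, arrays centred on the median, a further quantile normalization, eBayes with trend and robust, array weights, the replicate number as a block, the methods' t-test, 1 feature per gene, other thresholds and leaving out each array in turn. After the data were examined, the fits with gene symbols alone, the fits without CT replicate 3 and LERKO replicate 2, and the filter on every array without each array in turn were added. The test was checked on simulated data with the means of the real features and variances drawn from the distribution that limma estimated over them. With 200 of 10633 features changed, 4.94% of its calls were false. A list lowered by 0.25 in simulation (-0.25 on the log2 scale) was called by camera in 20 of 20 runs. The simulated features varied independently of each other. These runs therefore do not show how calls at the preset correlation hold where the genes of a list vary together.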

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

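The tests of genes of other tissues on single arrays, of the fast before sampling, of features of like signal, and of the number of gene lists over other splits were chosen after the results were seen.

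The list of ER chaperone and folding genes, which the paper does not discuss beyond Hyou1 and Creld2, lay -0.241 from the other features in LERKO livers (adjusted p = 0.122 with an estimated correlation). The 6 arrays make only 10 splits into 3 and 3, too few for a share under 0.05; the real split gave the largest difference, 0.241, 1 of 10, and the highest of the others was 0.0986. A single array was excluded as the source, since the difference without any 1 array was at least 0.903 times the full one. The list lay -0.237 (standard error over the arrays 0.0199) from the 100 features of the nearest mean signal to each gene, so features of like signal did not share the difference. RMA removes most of any shift that follows the signal level beforehand, so this test could hardly have shown one. Effects of the normalization stay open, because centring and a further quantile normalization (adjusted p of at most 1.1e-10 from camera) move the features alike or hardly at all. A longer fast in the LERKO mice stays open, since genes induced by fasting and by feeding both lay below 0, at -0.339 and -0.295 (difference -0.0445, standard error 0.173); Srebf1 (-0.38), Fasn (-0.29), Thrsp (-0.21) and the fatty acid oxidation genes go with a fast, while G6pc (-0.62), Igfbp1 (-0.58) and Pdk4 (-0.45) go against one. Fewer antibody-secreting or other lymphoid cells stay open: the median of 24 of their markers was -0.138 (standard error 0.0385) against -0.200 for the list, but only 5 of the 24 reached 100, too near the floor to decide, and time of day stays open too, with Per2 at 0.262 as the largest change of the clock genes set for the test, since Arntl and Npas2 were below 100 and Dbp and Nr1d1 had no feature with their symbol alone; the loss of ERα and the Alb-cre transgene itself cannot be told apart, because 0 CT arrays came from mice with Alb-cre.

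Genes of other tissues stood out on 2 arrays. On CT replicate 3 the male-biased liver genes Cyp4a12b (8.31), Cyp4a12a (8.17) and Slco1a1 (8.03) stood out too, so not all its features were of another tissue. The male-biased list averaged 0.868 above the other arrays there. The binomial p below treat markers as independent trials, which genes of 1 tissue in 1 sample are not. A marker not seen to stand out could still lie far above the other arrays while below 100. An example is Cel, at 6.36 on CT replicate 3 and at most 2.94 elsewhere. On CT replicate 3, 39 features of at least 100 exceeded every other array by more than 1.5 on the log2 scale, and on LERKO replicate 2, 21 features, against 0 to 3 on the other arrays; muscle genes on CT replicate 3 (Acta1 8.49, Ckm 8.33, Mb 7.80) were among them, and muscle was not tested as a source. Pancreatic tissue in the CT replicate 3 sample is a candidate source, since 6 of 6 pancreatic acinar markers not seen to stand out had their highest value there (exact binomial p = 2.14e-05, chance 1 in 6; 0 of them reached 100 on any array), beside 4 seen to stand out, such as Clps (9.16) and Ctrb1 (9.08), and squamous epithelium is another, with 20 of 23 markers not seen to stand out (exact binomial p = 2.88e-13; 3 reached 100 elsewhere; Tgm1 8.15, Ly6d 7.15). Adrenal tissue may be in the LERKO replicate 2 sample, where 12 of 18 markers not seen to stand out were highest (exact binomial p = 3.14e-06; Npy 6.61, Dbh 6.04; these 12 were below 100 on every array, and the 3 that reached 100, Mrap, Ddc and Syt1, were highest on other arrays), as were 4 of 7 adipocyte markers not seen to stand out (exact binomial p = 0.0176; 3 reached 100 elsewhere; Fabp4 6.98). The median of the features below 100 elsewhere was 0.0136 above the other arrays on CT replicate 3 and -0.0213 on LERKO replicate 2. This cannot decide on a general rise of weak signals, because RMA gives the arrays a common distribution and so holds this median near 0. A mixed sample before or after RNA extraction cannot be separated here, and no biological explanation was tested.

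The other gene lists that passed the test and that the paper does not discuss were fatty acid oxidation and PPARα targets (0.367), bile acid genes (0.149), cholesterol synthesis (-0.171) and female-biased genes (0.172), and none was called with an estimated correlation (adjusted p = 0.52, 0.509, 0.963 and 0.27). Over the 10 splits, too few for a share under 0.05, the real split called 7 lists and the highest other, CT replicates 1 and 3 with LERKO replicate 2, called 15, and 5 splits called at least 7. For single features at an adjusted p under 0.05, limma called 0 in the real split and 0 in the highest other (10 of 10 splits reach a count of 0, which says nothing about chance); 742 features were at an unadjusted p under 0.05, against 205 to 824 in the other splits, of which 2 gave more than 742, and the methods' t-test called 0.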

How the results depend on the processing

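The fits with gene symbols alone, those without CT replicate 3 and LERKO replicate 2 together, and those on features of at least 100 in every array without 1 array were chosen after the data were examined.

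Over 28 alternatives the number of features called was 0 in 22. It was 3 with at least 100 in every array, where fewer features were tested and the unadjusted p was smaller too, 4.64e-06 against 1.77e-05 for Esr1 (Esr1 -1.65, adjusted p = 0.0409; Hyou1 -0.99, 0.0409; Creld2 -1.48, 0.0478), and 3 when only features with a symbol were tested under that filter (0.0233 for Esr1 and Hyou1, 0.0284 for Creld2). It was 2 with trend and robust (Esr1 and Hyou1, both 0.049), 742 at an unadjusted p under 0.05, and 0 to 1 without 1 array; the 1 feature, called without LERKO replicate 3, has no symbol. With at least 100 in every array, leaving out CT replicate 3 gave 3 (Esr1, Creld2 and Rgs16), leaving out any other array gave 0, and leaving out CT replicate 3 and LERKO replicate 2 gave 0. The fold changes kept their direction, from -1.86 to -1.51 for Esr1, -1.62 to -1.36 for Creld2 and -1.05 to -0.91 for Hyou1, and from -1.76 to -1.51, -1.62 to -1.36 and -1.05 to -0.91 without 1 array. The cause was not tested. The replicate numbers do not pair the samples (correlation of deviations -0.157, -0.0731 and -0.137 for equal numbers); with the replicate block 0 features and 8 lists were called, and the ER chaperone list stayed at -0.241 (adjusted p = 1.97e-10).

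Camera called 7 lists, 12 without a filter, 0 with an estimated correlation, 1 with fry, 4 without CT replicate 3 and LERKO replicate 2, and 6 to 10 without 1 array. The ER chaperone list ranged from -0.254 to -0.195 (-0.251 to -0.218 without 1 array). It lost its call only with an estimated correlation, which was 0.0289 (-0.241, adjusted p = 0.122). The estimated correlation was 0.00886 for the ERαKO-lower and 0.00436 for the female-biased genes, below the preset 0.01. Their unadjusted p from camera still rose, from 0.000957 to 0.0278 and from 0.00194 to 0.0312. A larger correlation thus does not explain the lost calls of the ERαKO-lower and female-biased lists. The ERαKO-higher genes were at -0.119, not called with an estimated correlation (adjusted p = 0.645), at -0.0139 without CT replicate 3 and LERKO replicate 2 (0.584), and from -0.234 to -0.0031 without 1 array. The ERαKO-lower genes were at 0.0979, not called with an estimated correlation (adjusted p = 0.27), at 0.0658 without those 2 arrays (0.15), and from 0.0725 to 0.135 without 1 array. Fry, which tests a list against no change and not against other features, called neither list (adjusted p = 0.567 and 0.278). The correlation with ERαKO was -0.0309 without those 2 arrays and -0.591 to -0.0297 without 1 array.

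Besides Esr1, Creld2 and Hyou1, the rule named 118 genes. Of their 2176 values from tested features, 2152 kept their direction, and 0 of these genes was called under any alternative. The other 24 values, of 12 genes and all of main size of at most 0.262, reversed, as did 12 lists. Without arrays, 8 values of 5 genes were not tested, since no array left reached 100, and 6 of these turned as differences of means, to 0.486 for Cyp4a12a without CT replicate 3, to -0.368 for Retn and -0.226 for Fabp4 without LERKO replicate 2, and to 0.372, -0.297 and -0.159 without both. After a further quantile normalization Car3 was -0.0024 and the hepatocyte list -0.0042. With array weights Igf1 was 0.0095, Pck1 0.0387, Car3 -0.0136 and Cyp2b13 -0.00056, and the lists of estrogen-responsive genes and Kupffer cells 0.0165 and -0.0106. With no filter the lists of ATF4 and CHOP and of the circadian clock were at -0.0088 and -0.0098. With at least 100 in every array the endothelial and stellate lists were at 0.0131 and 0.0079, and with symbols alone under that filter 0.0183 and 0.0131. Of the values that turned without 1 array or without CT replicate 3 and LERKO replicate 2, those of genes ranged over these fits as follows, Gapdh -0.00393 to 0.0348, Cth -0.588 to 0.0719, Ahsg -0.0108 to 0.0553, Igf1 -0.0590 to 0.0408, Cps1 -0.145 to 0.00134, Vsig4 -0.0347 to 0.511, Pck1 -0.0976 to 0.0714, Car3 -0.0386 to 0.0425, Arg1 -0.127 to 0.139, Cyp7b1 -0.281 to 0.132 and Mt2 -0.00253 to 0.156. Those of lists were interferon -0.236 to 0.0177, hepatocytes -0.00800 to 0.0451, xenobiotic metabolism -0.0218 to 0.133, the clock -0.0463 to 0.107, Kupffer cells -0.141 to 0.170, male-biased genes -0.400 to 0.0278, estrogen-responsive genes -0.0425 to 0.0460, endothelial cells -0.0771 to 0.0468, stellate cells -0.180 to 0.0147, fatty acid synthesis -0.203 to 0.0136, glycolysis -0.0560 to 0.00236 and ATF4 and CHOP -0.0215 to 0.153. For none of these was the cause tested. Arrays give no counts; features near or below 100 have little signal over background.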

Differences from the paper's values

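The fits on features with a symbol alone and those on features of at least 100 in every array without 1 array were chosen after the values were seen.

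The paper reports 3 significantly regulated genes at a false discovery rate of 5%, while limma on the features with at least 100 in at least 1 array called 0 (742 at an unadjusted p under 0.05; the methods' t-test called 0 after adjustment). Of the 18 alternatives set before the data were examined, 2 are within 1.5 times the paper's value and the other 16 are not. These 16 include other thresholds, fits without 1 array and the methods' t-test, which do not repeat the paper's limma test on all arrays. The alternatives for single genes below also include fits without 1 array and this t-test. With eBayes with trend and robust, 2 features were called, Esr1 and Hyou1 but not Creld2. With at least 100 in every array, 3 features were called, which are the paper's Esr1, Creld2 and Hyou1. The same 3 genes were called when only features with a symbol were tested under the filter on every array, an alternative chosen after seeing the values that drops none of the paper's genes. With that filter and without CT replicate 3, also chosen after seeing the values, Esr1 and Creld2 were called and Hyou1 was not.

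The paper's adjusted p in Table S1 is 0.0423 for Esr1, 0.0492 for Creld2 and 0.0423 for Hyou1, against 0.149, 0.19 and 0.149 here. For each gene, 2 of 16 alternatives set before the data were examined are within 1.5 times the paper's value, namely at least 100 in every array (0.0409, 0.0478 and 0.0409) and trend and robust (0.049, 0.0568 and 0.049), where Creld2 lies above the threshold of 0.05 and the paper's value below it, and the other 14 are not; over the 16, the adjusted p ran from 0.0409 to 0.897 for Esr1 and Hyou1 and from 0.0478 to 0.991 for Creld2. The ratio of p to adjusted p in Table S1 corresponds to 8978 tests, against 10633 here and 8849 with at least 100 in every array. By this number, the genes called and their adjusted p, the paper's filter was close to that on every array. The lack of calls here thus goes with the wider filter, though the paper's exact filter is not known. The log2 fold changes match those of Table S1 to 2 decimals.

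For the liver, the paper's real-time PCR value of Esr1 mRNA is about 10 fold lower in LERKO (Figure 1), while the arrays gave 3.13-fold, and 2.85 to 3.38-fold over the 16 alternatives, none of which is within 1.5 times the paper's value. The 2 values come from different assays, and the paper does not say whether the mice were the same.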

Other observations

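The tests of the correlation with ERαKO, the choice of the arrays left out together and the markers of plasma cells, adrenal gland and squamous epithelium were chosen after the results were seen.

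Hepatocyte genes had almost equal levels in both groups. The median log2 fold change of 10 hepatocyte markers was 0.00, with Apoa1 at -0.05 and Arg1 at 0.03, and the list did not pass the test (difference 0.0147 from the other features, adjusted p = 0.927 from camera). Among the other cells of the liver, 14 Kupffer cell markers (0.0378, adjusted p = 0.671), 17 sinusoidal endothelial markers (-0.0128, adjusted p = 0.983) and 12 stellate cell markers (-0.109, adjusted p = 0.565) did not pass the test either, but the stellate cell list was called with no filter (-0.134, adjusted p = 0.0304). Acta2, the smooth muscle actin of activated stellate cells, was at -0.63 (standard error 0.199) and at -0.44 without CT replicate 3, which had its highest value (7.59). On CT replicate 3, which carries pancreatic, keratin and muscle transcripts, the stellate cell list averaged 0.328 above the other arrays, with Des, a gene that muscle expresses too, at 8.32 against at most 6.74. Without CT replicate 2, whose Kupffer cell markers averaged -0.416 against the other arrays, the Kupffer cell list was called at -0.141 (adjusted p = 0.000986) and the endothelial list at -0.0771 (adjusted p = 0.0496), and without CT replicate 3 the Kupffer cell list was called at 0.170 (adjusted p = 0.0139). These calls used the preset correlation; on all arrays the adjusted p with an estimated correlation was 0.964 for the Kupffer cell, 0.994 for the endothelial and 0.963 for the stellate cell list. The median of the Kupffer cell list, -0.0133, and that of the endothelial list, 0.0056, had the opposite sign to their means. Of 5 adipocyte markers tested the difference was 0.188 (adjusted p = 0.671), 0.359 without LERKO replicate 1 and 0.343 without LERKO replicate 3, neither called, and they averaged 0.893 above the other arrays on LERKO replicate 2. The lists with fewer than 5 genes tested had median log2 fold changes of 0.163 for cell cycle genes (2 genes), -0.379 for cholangiocytes (3), -0.170 for lymphocytes (4), -0.408 for the neutrophil and erythroid list (1 gene, Alas2) and -1.57 for pancreatic acinar cells (4, high on CT replicate 3 alone). Over all features with their symbol, the median was -0.187 for 10 plasma cell markers, of which 1 reached 100.

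Stress genes outside the ER chaperone list did not pass the test on all arrays with the filter of at least 100 in at least 1 array. Of 16 heat shock genes 12 were below 0 (difference -0.109, adjusted p = 0.0784), with Hsp90aa1 at -0.48 (standard error 0.113), Hspb1 at -0.55 (standard error 0.192) and Bag3 at 0.27 (standard error 0.0913), and the list was called with no filter (-0.118, adjusted p = 0.0258), with the replicate block (-0.109, adjusted p = 0.0368) and without LERKO replicate 1 (-0.144, adjusted p = 0.0165), at the preset correlation, while on all arrays the adjusted p was 0.629 with an estimated correlation. Only 5 genes of the ATF4 and CHOP stress response were tested (0.0712, adjusted p = 0.671), led by Cebpb at 0.35 (standard error 0.173). Of 10 immediate early genes 8 were below 0 (-0.310, adjusted p = 0.186). Their mean differed widely between arrays of a group, from -0.296 to 0.844 against the other arrays in CT and from -0.582 to 0.438 in LERKO, and the list was called with array weights (-0.518, adjusted p = 0.019), without CT replicate 3 (-0.496, adjusted p = 0.046), without LERKO replicate 2 (-0.570, adjusted p = 0.00953) and without both (-0.757, adjusted p = 0.000649), at the preset correlation. On all arrays its adjusted p was 0.963 with an estimated correlation, and it lay nearer to 0 without CT replicate 1 (-0.0449, adjusted p = 0.981), LERKO replicate 1 (-0.159, adjusted p = 0.755) or LERKO replicate 3 (-0.200, adjusted p = 0.443). Of 19 estrogen-responsive and growth hormone axis genes 8 were above 0 (-0.0067, adjusted p = 0.927); Cish alone was lower when adjusted over the list alone (adjusted p = 0.0207), and Bcl6 was at 1.01 (standard error 0.330). The difference was 0.0617 for xenobiotic metabolism (19 genes, adjusted p = 0.387), 0.0628 for the acute phase (22 genes, 0.671, with a median of -0.0153), -0.0823 for the interferon response (14 genes, 0.565) and 0.0533 for the circadian clock (12 genes, 0.887).

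The paper reports G6P and Scd1 by real-time PCR (Figure 4) and describes ERβ and GPR30. On the arrays, G6pc was at 12.24 ± 0.212 (SD, n = 3) in CT and 11.63 ± 0.266 (SD, n = 3) in LERKO livers, with an adjusted p of 0.703 from limma and an exact permutation p of 0.1. Scd1 had a log2 fold change of -0.16 (standard error 0.0762, adjusted p = 0.71) and Srebf1 one of -0.38 (standard error 0.165, adjusted p = 0.703). Esr2 (3.23 in CT, 3.15 in LERKO) and Gper1 (3.73 and 3.58) were below 100 on all arrays. Igf1 was at -0.02 (standard error 0.0781), 0.01 with array weights, and Gapdh at 0.01 (standard error 0.0631). Hsd3b5, a male-biased gene, was below 100 on all arrays, with 6.59 on CT replicate 3 and at most 3.65 on the others.

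The genes regulated in ERαKO tended to the opposite direction in LERKO. Of the 107 genes, 16 were at an unadjusted p under 0.05 in LERKO, and 15 of them went the opposite way. The 10 splits are too few for a share under 0.05; the size of the correlation was 0.346 in the real split and 0.518 in the highest other, and 5 splits reached 0.346. The CT replicate 3 array may be the source of the correlation, since it was -0.0297 without that array, and 0.0248 when the genes then below 100 were kept, where the male-biased genes are also high, but the ERαKO-lower genes were still called without it (0.0792, adjusted p = 0.0338), though not without CT replicate 3 and LERKO replicate 2 (0.0658, adjusted p = 0.15). A biological cause, such as the loss of ERα in hepatocytes alone, stays open and was not tested.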
